A study of Mus musculus with 9 samples. Its data were reported in "The SET1 Complex Selects Actively Transcribed Target Genes via Multivalent Interaction with CpG Island Chromatin" (2017).

How the data were processed

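Per the labels, the samples came from C127 cells, a mouse mammary epithelial line, and comprised 3 ATAC libraries of open chromatin, 3 libraries of RNA labelled with 4-thiouridine, 1 ATAC input, 1 BioCAP library and 1 BioCAP input. Only the list of non-methylated islands (NMIs) from the BioCAP library was analysed here, and the other samples were not analysed here. The methods of the study instead describe the ATAC input as tagmented DNA of embryonic stem cells. BioCAP captures DNA on a resin that carries the CXXC domain of KDM2B, which binds CpG sites that lack methylation. Genomic DNA was sonicated, bound to the resin and released with rising salt, and the fractions released at high salt were pooled for sequencing.

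The authors aligned reads to mm10 with Bowtie2, discarded reads without a unique position, removed duplicates with SAMtools and called NMIs with MACS, which the submitters' processing notes name as MACS2. Versions are not given in the sources used here, nor is it stated whether the input served as the control for this list. The positions deposited by the authors were a chromosome, a start and an end for each NMI, with no score, height or p-value, so that no NMI could be weighed by its enrichment and no read depth was known. Discarding reads without a unique position can remove signal from near-identical gene copies, and a threshold on enrichment leaves weakly captured islands out of the list. The study draws a larger set of NMIs than the list used here holds, so that a gene without an NMI here may have one in that set. A gene without an NMI is therefore a gene with no NMI in the list used here, which is not a measurement of its methylation.

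The deposited start positions were counted from 0 and are given here counted from 1. Genes and transcripts were taken from GENCODE release M21 on the GRCm38 assembly, which has the same coordinates as mm10, for chromosomes 1 to 19, X and Y (55413 genes, 141730 transcripts, 132629 distinct transcription start sites (TSSs)). A total of 13489 of the 13491 NMIs lay on these chromosomes. An NMI was placed in the first class that applied, in the order TSS (overlap by at least 1 bp with the 5′ end of any transcript), exon, intron and intergenic. A gene had an NMI when any of its TSSs lay in an NMI. GC content, CpG density and the ratio of observed to expected CpG came from the reference sequence. CpG islands were predicted from sequence as unions of windows of at least 500 bp with a GC content of at least 55% and an observed/expected ratio of at least 0.65 (criteria of Takai and Jones). A looser set used at least 200 bp, 50% and 0.6 (criteria of Gardiner-Garden and Frommer). Bases in lower case in the reference were counted as repeats.

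Shares and medians were compared, two-sided, with 1000 sets of intervals of the same widths placed at random on the same chromosomes outside unsequenced runs. Placed intervals could overlap one another, and the smallest p these sets can give is 0.002. The width ratio was compared with the same sets and carries a bootstrap interval from 1000 resamples. A permutation of the TSS label had been chosen for it before the data were examined and is not reported, because wider intervals hold a TSS more often by chance. Shares carry exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only, since NMIs and genes are not independent replicates. With 1 library there were no replicates and no p-value was computed across genes. Each of 30 gene lists was instead set beside 10000 random lists of as many protein-coding genes, described by the central 95% range. Lists matched on CpG density were drawn within 10 bins of the density within 500 bp of the outermost TSS. Of the gene lists, 18 were lists of symbols and 12 were taken by name pattern. The pattern for cytosolic ribosomal proteins also took in genes named as S6 kinases and as pseudogenes, and the pattern for core histones took in linker histones. The mammary receptor list also held ligands, transcription factors and other genes of the mammary gland, and the imprinted list held genes that are not protein-coding, although all lists were set beside protein-coding genes. The 948 protein-coding genes on X were set beside 10000 draws of as many autosomal protein-coding genes.

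The genes named were set by rule: from each list, up to 4 members with the widest NMI at a TSS and up to 4 members without, in alphabetical order (all, where there were 5 or fewer). The rule also took in the 10 widest NMIs, the 10 widest with no TSS within 10 kb, the 5 with TSSs of the most genes, the 10 widest predicted CpG islands with a protein-coding TSS and no NMI, and the loci the study names where it displays genomic signal. Some genes that the rule takes in are not reported here. The lists, the naming rule, the tests and most alternatives were fixed before the data were examined. Alternatives were other distances to the TSS (250 bp and 1000 bp), protein-coding genes, the outermost TSS, the middle of each NMI, merging of neighbours, removal of the narrowest NMIs (572 bp or less), other island criteria and matching on CpG density. Leaving out Y, and random lists without olfactory and vomeronasal receptor genes, were added after the data were seen, as were the comparison of the width ratio with placed sets and that of classes within NMIs without a TSS, for which placements that also missed TSSs were taken.

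The code was tested on simulated data. Of 100 islands planted in a made-up sequence, 100 were recovered by either set of criteria, with 0 false islands. Of 929 simulated regions, 39.9% were planted on a TSS and 39.9% were recovered. A simulated list of 30 genes with 29 hits lay above its range for random lists, 9 to 20. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.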

Results

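To describe where non-methylated DNA lies in the genome of C127 cells, NMIs from the single BioCAP library were placed on the gene annotation and the genome sequence. The list held 13491 NMIs that covered 14.2 Mb of mm10. Their median width was 990 bp, with a lower quartile of 572.5 bp and an upper quartile of 1394 bp, and the range ran from 114 to 11019 bp. The widest NMI (chromosome 5, 142813064 to 142824082) held a TSS of Tnrc18. It was followed by NMIs at Zfp503 (10585 bp, chromosome 14, 21981549 to 21992133), Gata3, a transcription factor of the mammary luminal lineage (7934 bp, chromosome 2, 9876627 to 9884560), and Tfap2a (7153 bp, chromosome 13, 40727898 to 40735050). Setd1b, which encodes a catalytic subunit of a SET1 complex, lay in the fifth widest (6776 bp, chromosome 5, 123137453 to 123144228). The other NMIs among the 10 widest held TSSs of Tgif1 (6494 bp), Id2 (6116 bp), Bahcc1 (5932 bp), Irx5 (5832 bp) and Marcks (5541 bp). There were no replicates and no score in the list, so that differences between NMIs of this list are not differences between samples.

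The study asked how the SET1 complex is targeted to chromatin. It reported targeting to promoters of actively transcribed genes by the subunit CFP1, which recognizes non-methylated DNA and trimethylated lysine 4 of histone H3. Only non-methylated DNA was examined here, and NMIs were first compared with TSSs. The 5 loci that the study names where it displays genomic signal each had an NMI at a TSS: Hexim1 (3041 bp, chromosome 11, 103115084 to 103118124), Ube2j2 (1722 bp, chromosome 4, 155943197 to 155944918), Smoc2 (1551 bp, chromosome 17, 14279267 to 14280817), Orai1 (1295 bp, chromosome 5, 123014573 to 123015867) and Ap3d1 (957 bp, chromosome 10, 80741553 to 80742509). These loci were picked by the study and are not independent evidence. The study displays Orai1 in C127 cells, but Hexim1, Ube2j2, Smoc2 and Ap3d1 in embryonic stem cells. For the latter loci, the NMIs listed here come from another cell type than the signal displayed. Across chromosomes, 9887 of 13489 NMIs (73.3%, 95% interval 72.5 to 74.0%) overlapped a TSS, against at most 4.24% in any randomly placed set (permutation p = 0.002, the smallest these sets can give). Of the NMIs without a TSS, 675 lay in exons (5.00% of all), 1216 in introns (9.01%) and 1711 in intergenic sequence (12.7%), so that gene bodies held 14.0% of NMIs. Because TSSs took most NMIs, these classes were compared within the 3602 NMIs without a TSS, a comparison chosen after the data were seen. Exons held 18.7% of them (95% interval 17.5 to 20.1%), against 9.54% at most when the same NMIs were placed at random and also missed TSSs (permutation p = 0.002). The placements were not matched on distance to a TSS, so the comparison does not separate exons beside promoters from exons far from them. Introns held 33.8% (random median 40.8%) and intergenic sequence 47.5% (random median 51.1%). With NMIs of 572 bp or less left out, the gene body share was 4.65% and the intergenic share 4.26%.

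Beyond 10 kb from any TSS lay 1439 NMIs (10.7%). The widest of these was intergenic (3382 bp, chromosome 3, 96499419 to 96502800) and the next lay in intergenic sequence of chromosome 1 (3326 bp, 86440013 to 86443338). A pair of NMIs lay in introns of the non-coding gene Lncppara on chromosome 15. They were 2829 bp (85677245 to 85680073) and 2823 bp (85669539 to 85672361) wide and differed in composition, with 2.40 and 9.85 CpG per 100 bp. An exonic NMI of 1921 bp in Btd (chromosome 14, 31668535 to 31670455) and an intronic NMI of 1899 bp in Lncpint (chromosome 6, 31124994 to 31126892) were also among the 10 widest. The remaining 4 were intergenic, on chromosomes 7 (2390 bp), 9 (2243 bp), 6 (2005 bp) and X (1929 bp).

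NMIs at TSSs were wider and richer in CpG than the others. The median width was 1168 bp for NMIs with a TSS and 330 bp for the rest, a ratio of 3.54 (bootstrap 95% interval 3.44 to 3.65). Wider intervals hold a TSS more often by chance, and the randomly placed sets gave a ratio of 1.33 (median) and 1.44 at most (permutation p = 0.002). Without NMIs of 572 bp or less, a filter that acts on width itself, the ratio was 1.45, against 1.26 at most. The median CpG density was 6.85 per 100 bp at TSSs and 3.51 elsewhere, and the median GC content was 60.7% and 53.1%. Over all NMIs the median observed/expected CpG ratio was 0.721, against 0.164 at most in the random sets (permutation p = 0.002). NMIs away from TSSs also stood above their random sets, with a median ratio of 0.527 against 0.163 at most.

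**Figure D1:**
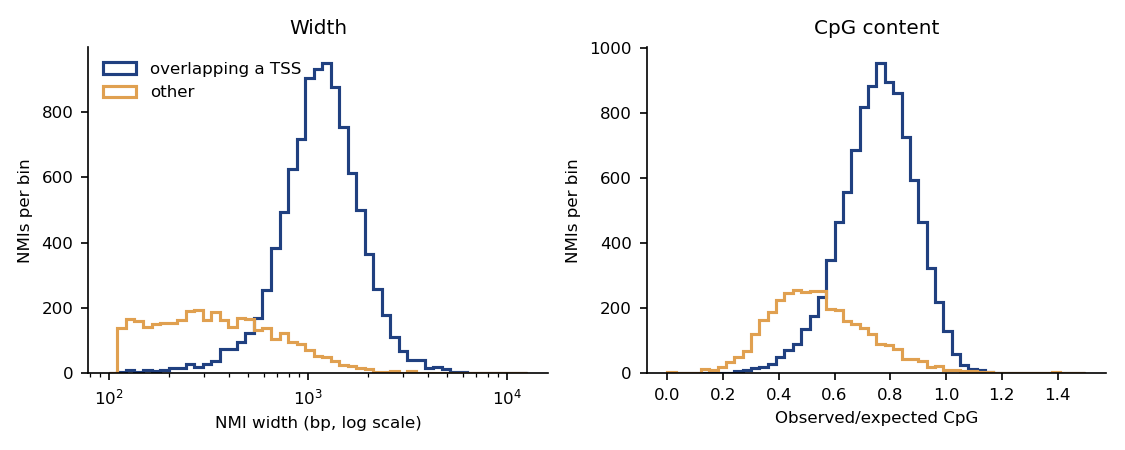
Width (bp, log scale) and observed/expected CpG ratio of NMIs, as numbers of NMIs per bin, for the 9887 that overlap a TSS and the 3602 that do not. NMIs at TSSs centre on a median of 1168 bp and a ratio of 0.761, and the others on 330 bp and 0.527.

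To ask which genes carry an NMI, protein-coding genes were counted. An NMI lay at a TSS of 10425 of 21938 genes (47.5%, 95% interval 46.9 to 48.2%), against 1.73% at most in the random sets (permutation p = 0.002). All genes on the lists of housekeeping genes (22 of 22), SET1 and MLL complex genes (19 of 19), Polycomb complex genes (28 of 28), RNA polymerase II subunit genes (13 of 13) and mitochondrial ribosomal protein genes (78 of 78) had an NMI. Examples were Actb, which encodes cytoplasmic actin (2754 bp), the H3K4 methyltransferase genes Kmt2c (2996 bp) and Kmt2a (2732 bp), the Polycomb gene Pcgf2 (2748 bp), Polr2h (2585 bp) and Mrpl34 (2419 bp). Mediator (29 of 30), proteasome (47 of 50) and cytosolic ribosomal protein genes (87 of 102) followed. The Mediator gene without an NMI was Med12l, and the proteasome genes without were Psma8, Psmb11 and Psme2b. Among cytosolic ribosomal protein genes, members without an NMI included Rpl10, Rpl10l and the pseudogene-named Rpl10-ps3 and Rpl36-ps4. The CXXC-domain and DNA methylation genes had an NMI in 17 of 20, with Kdm2a (2054 bp) and Kdm2b (1961 bp) among them, and Cxxc4, Dnmt3l and Tet1 without. Each of these lists lay above the central 95% range of random lists and of lists matched on CpG density. For the CXXC-domain list this ended when only the outermost TSS was used (7 of 20).

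Lists of developmental genes and of genes used in other lineages were examined next. Of Hox genes, 12 of 39 (30.8%) had an NMI, among them Hoxc11 (2903 bp), Hoxa3 (2175 bp), Hoxb9 (1701 bp) and Hoxa4 (1630 bp), and Hoxa10, Hoxa11, Hoxa13 and Hoxa2 were without. At Hoxa10 an exonic NMI of 1012 bp (chromosome 6, 52239715 to 52240726) ended 69 bp short of a TSS. The share lay below the random range of 33.3 to 61.5% and below that of lists matched on CpG density, 53.8 to 79.5%. Within 1000 bp of a TSS (15 of 39), or at the outermost TSS (11 of 39), it lay inside the range of random lists. Hox genes lie in clusters, whereas random lists were drawn without regard to position, so these ranges may be too narrow for them. The Hoxd genes, which lie together on chromosome 2, were all without an NMI, and the low share rests in part on them. Other developmental transcription factors had an NMI in 25 of 60 (41.7%), which lay inside the random range of 35 to 60% and below the matched range of 58.3 to 80.0%. Gata3 (7934 bp), Irx5 (5832 bp), Sox9 (4574 bp) and Meis2 (4415 bp) had the widest, and Alx4, Barx1, En1 and En2 had none. Wnt ligand genes had an NMI in 4 of 19, Wnt5a (3412 bp), Wnt10b (2792 bp), Wnt9a (2609 bp) and Wnt3a (659 bp), below both ranges, but inside the range of random lists within 1000 bp of a TSS (6 of 19), at the outermost TSS (4 of 19) and without the narrow NMIs. Neuronal genes had an NMI in 2 of 20 (Stx1a and Slc17a7), pluripotency genes in 3 of 20 (Klf4, Klf5 and Klf2) and germline genes in 2 of 33 (Zpbp2 and Brdt), and all 3 lists lay below both ranges. Imprinted genes, which are expressed mainly from the copy of 1 parent, had an NMI in 5 of 35 (29 of the 35 are protein-coding), with Gnas (4520 bp), Zrsr1 (1929 bp), Kcnq1ot1 (1565 bp) and Impact (1527 bp) the widest, and also lay below both.

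**Figure D2:**
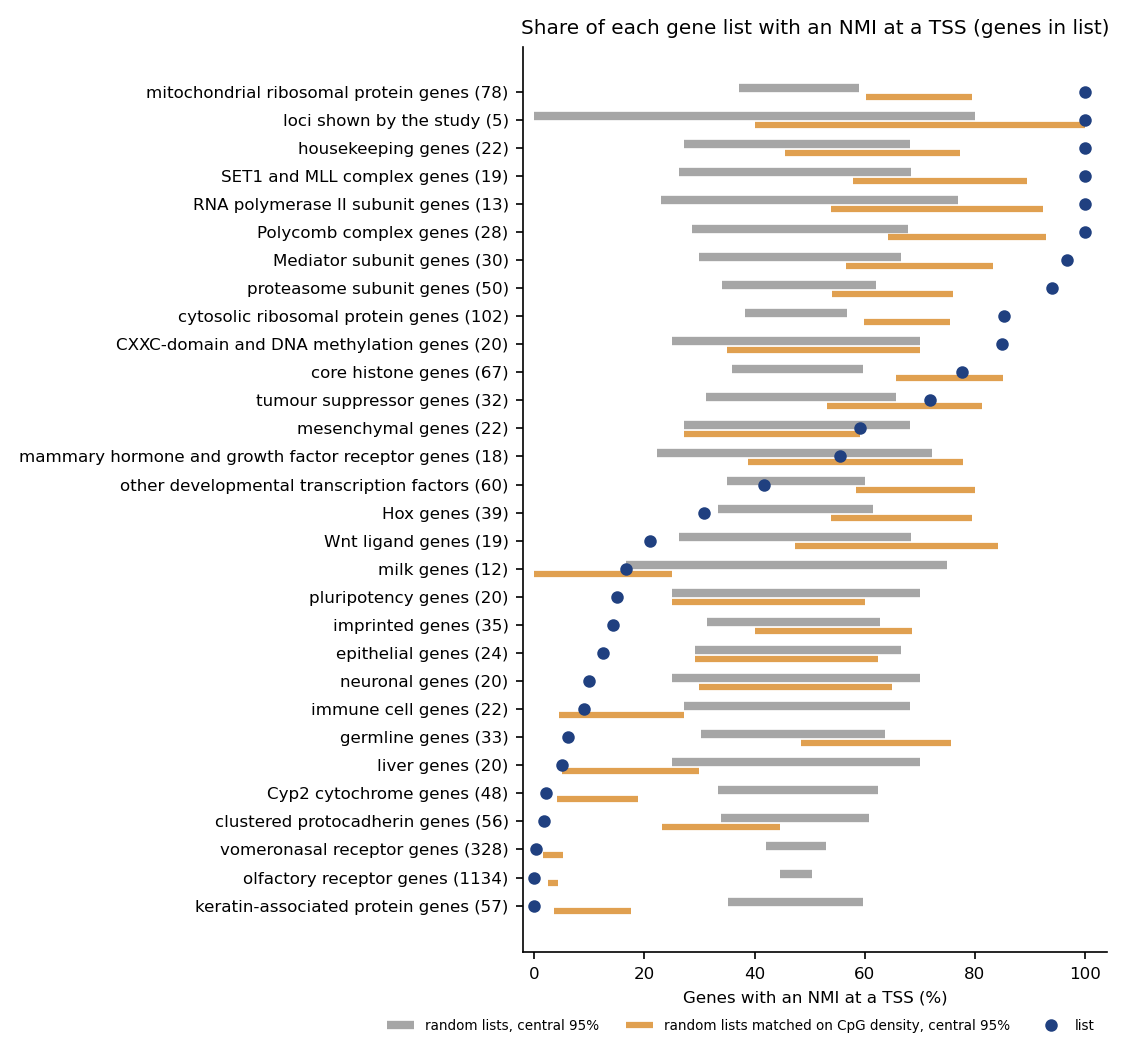
Share of the genes of each list with an NMI at a TSS (points, %; the number of genes is in brackets), with the central 95% range of 10000 random lists (grey bars) and of 10000 lists matched on CpG density (orange bars). Housekeeping and complex genes lie at or near 100%, and developmental transcription factors, at 41.7%, lie below their matched range of 58.3 to 80.0%.

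C127 is described as a mammary epithelial line, and lists for epithelial, mesenchymal and mammary genes were therefore compared. An NMI lay at 3 of 24 epithelial genes (12.5%), namely Itga6 (1605 bp), Tjp1 (1360 bp) and Muc1 (993 bp). The adhesion gene Cdh1 and the tight junction genes Cldn3, Cldn4 and Cldn7 had no NMI in the list used here. The epithelial share lay below the random range of 29.2 to 66.7% and below the matched range of 29.2 to 62.5%. Mesenchymal genes had an NMI in 13 of 22 (59.1%), inside the random range and at the upper edge of the matched range, with Cdh2 (3054 bp), Zeb2 (2763 bp), Vim (2719 bp) and Pdgfra (2538 bp) the widest and Acta2, Col3a1, Fap and Pdgfrb without. The difference between the epithelial and mesenchymal lists was not tested. The mammary list of hormone and growth factor receptors, which also holds ligands and transcription factors, had an NMI in 10 of 18 genes, inside both ranges, including Igf1r (3987 bp), Fgfr2 (3266 bp) and Erbb2 (1844 bp) but not the oestrogen receptor gene Esr1. Milk genes had an NMI in 2 of 12, Mfge8 (1132 bp) and Xdh (581 bp), at the lower edge of the random range and inside the matched range of 0 to 25%. They fell below the range within 1000 bp of a TSS and against random lists without receptor genes.

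Liver genes (1 of 20, Apoh) and immune cell genes (2 of 22, Cd14 and Foxp3) lay below the random range but inside the range of lists matched on CpG density. The same held in the other direction for tumour suppressor genes (23 of 32) and core histone genes (52 of 67), which lay above the random range and inside the matched range, as did the 5 loci named by the study. For these loci the share lay inside the random range within 1000 bp of a TSS and against random lists without receptor genes. Trp53 (3626 bp) and Stk11 (2982 bp) had an NMI, whereas Cdkn2a, Dapk1, Dkk3 and Fhit had none. Histone genes without an NMI included Hist1h1d, Hist1h1t, Hist1h2aa and Hist1h2ao. Families of tissue-restricted genes had few NMIs and lay below both ranges: 0 of 1134 olfactory receptor genes, 1 of 328 vomeronasal receptor genes (Vmn1r4), 0 of 57 keratin-associated protein genes, 1 of 56 clustered protocadherin genes (Pcdhgc3, 2966 bp) and 1 of 48 Cyp2 genes (Cyp2u1). In all, 26 of 30 lists lay outside the random range, and 22 lay outside when matched on CpG density.

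CpG islands predicted from the sequence were then compared with the NMIs. An NMI overlapped 7636 of 12493 predicted islands (61.1%, 95% interval 60.3 to 62.0%). The share was 75.8% for the 9668 islands at a TSS (95% interval 74.9 to 76.6%), 12% in gene bodies (95% interval 10.4 to 13.8%) and 9.72% in intergenic sequence (95% interval 8.20 to 11.4%). Repeats made up a median of 89.9% of intergenic islands, and no island predicted by these criteria of which at least 50% was repeat had an NMI. Among islands with less repeat the share was 76.1% at a TSS, 16.2% of 1080 in gene bodies and 30.7% of 433 in intergenic sequence. With the looser criteria, which predicted 75058 islands, the share over all islands was 15.6%. The widest predicted islands at a protein-coding TSS with no NMI lay at the homeobox gene Tlx3 (4575 bp, chromosome 11, 33200162 to 33204736), at Hic1 (4409 bp, chromosome 11, 75165295 to 75169703), at Tshz3 (3918 bp, chromosome 7, 36695076 to 36698993) and at Unc45b (3906 bp, chromosome 11, 82929831 to 82933736). The next were at Sp5 (3856 bp), Pou3f2 (3850 bp), Sall1 (3781 bp), Prdm16 (3696 bp), Pcdh8 (3662 bp) and Sox3 (3448 bp). At Unc45b the observed/expected CpG ratio was 1.18, and across the other 9 it ran from 0.701 to 0.841.

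**Figure D3:**
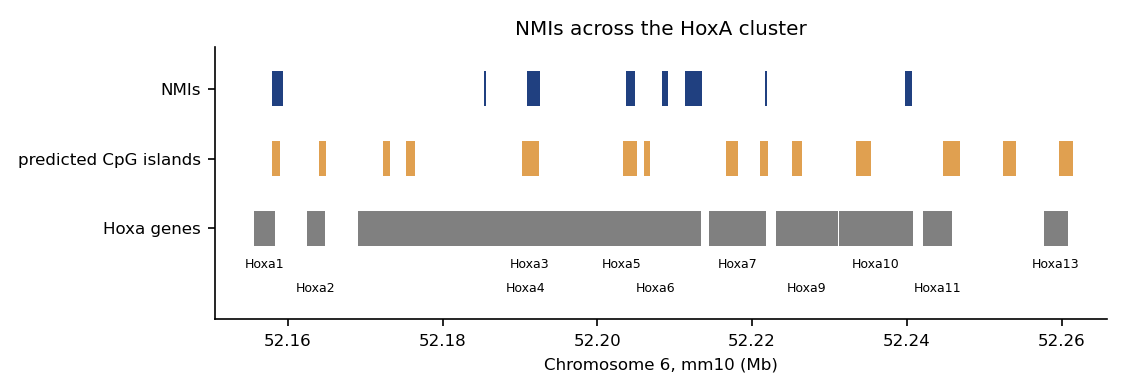
Map of the HoxA cluster (chromosome 6, mm10, Mb) with the NMIs, the predicted CpG islands and the Hoxa genes drawn to scale. The window holds 8 NMIs and 14 predicted islands, of which 4 overlap an NMI. No NMI holds a TSS of Hoxa2, Hoxa9, Hoxa10, Hoxa11 or Hoxa13, although 1 ends 69 bp from a TSS of Hoxa10.

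Protein-coding genes on X were compared with autosomal protein-coding genes. An NMI lay at 257 of 948 genes on X (27.1%, 95% interval 24.3 to 30.1%) and at 48.9% of 20807 autosomal genes. Draws of as many autosomal genes ran from 45.7 to 52.0% in their central 95%, so that X lay below them. Matched on CpG density, autosomal draws had a mean of 36.4% and a range of 34.1 to 38.6%, and X still lay below. Among the genes named above or by the same rule, Hcfc1 (2681 bp) and Foxp3 (968 bp) on X had an NMI, and Cited1, Dcx and Rpl10 did not. The labels give no sex for the line. No NMI lay on Y, where 183 protein-coding genes are annotated.

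**Figure D4:**
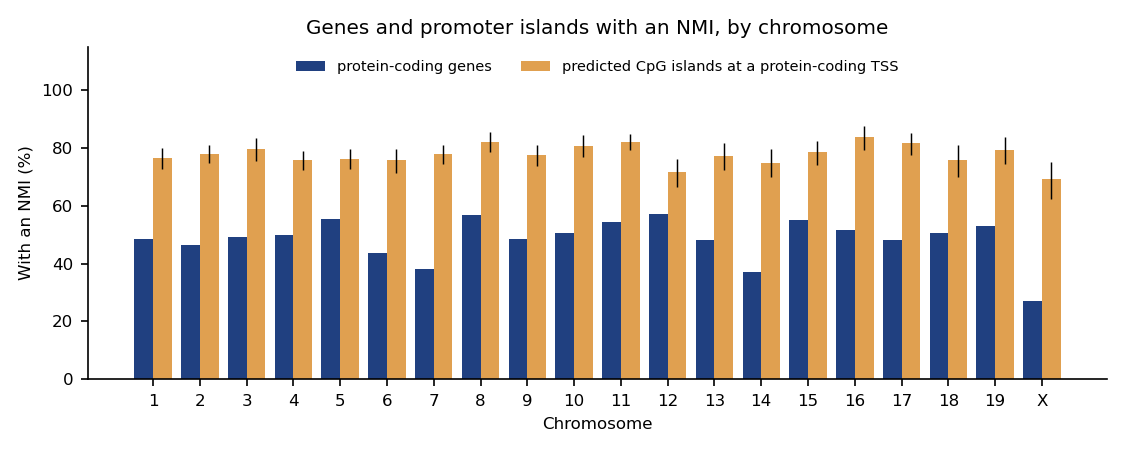
Percent of protein-coding genes (blue) and of predicted CpG islands at a protein-coding TSS (orange, bars with exact 95% binomial intervals) with an NMI, by chromosome; Y had no NMI and is left out. X is lowest in both, at 27.1% of genes and 69.1% of islands.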

Values the study reported

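The study reported that 91.5% of the binding sites of CFP1, the CXXC-domain subunit of SET1 complexes, fell at NMIs. It reported CFP1 at 38.1% of NMIs.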

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

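Of 35 alternatives over 11 results, 31 kept the direction and the side of the threshold, or stayed within 1.5 times a count, and 0 reversed a direction. Some could hardly fail. The cut at the lower quartile of width fixed the number of NMIs kept (10118 of 13491), and leaving out scaffolds removed 2. For gene lists only the total was compared, and matching on CpG density changed the call of 6 lists. The width ratio kept its direction but fell from 3.54 to 1.45 without narrow NMIs. Leaving out Y, random lists without receptor genes, the test of exons within NMIs without a TSS and the test of the width ratio against placed sets were chosen after the data were seen. The shares in gene bodies and intergenic sequence are largely what the TSS class leaves over, so their tests add little to that of TSSs. The share of predicted CpG islands with an NMI, which had no test, moved under each alternative. It was 15.6% with the looser criteria, which predict mostly short islands, 58.9% when at least 50% of an island had to be covered, 68.5% for islands with less than 50% repeats and 59.5% without NMIs of 572 bp or less. The share of NMIs at a TSS ran from 64.9% (middle of the NMI) to 91.1% (without narrow NMIs), and the share of genes with an NMI from 42.5% (outermost TSS) to 49.0% (TSS within 1000 bp). The X difference was -21.8 percentage points, and -9.26 matched on CpG density. Merging NMIs within 250 bp changed nothing, since the smallest gap was 464 bp, so it says nothing about stability. No paired analysis was possible because the list came from 1 library and the groups that share replicate numbers in the labels were not analysed here. Without replicates or read depth, no value has a spread between samples, and weakly captured islands cannot be told from methylated ones.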

Other observations

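Several NMIs were shared by neighbouring genes. Of the NMIs at a TSS, 7336 held TSSs of 1 gene and 2551 of 2 or more. The NMI with the most genes (2118 bp, chromosome 3, 96219541 to 96221658) held TSSs of 6, among them the histone genes Hist2h2ab, Hist2h2ac and Hist2h2be and the neighbouring Bola1. The next (1290 bp, chromosome 19, 8888137 to 8889426) held TSSs of 5 genes, including Lbhd1 and the small RNA gene Snora57. The other 3 named by the rule held 4 genes each and lay at histone genes: Hist1h2bb and Hist1h3c, Hist1h2ad, Hist1h2bf and Hist1h3d, and Hist3h2a, the last with Trim17. The 2 NMIs outside chromosomes 1 to 19, X and Y lay on unplaced scaffolds.

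The tests below on repeats and GC in islands, on gene families and islands on X, and on the order of the list were chosen only after the result was seen. No biological explanation was tested, since the list came from 1 group.

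Fewer developmental transcription factor genes had an NMI than genes of like CpG density. Their share of 41.7% lay below the matched range of 58.3 to 80.0% but inside the random range of 35 to 60%. The pattern is thus defined by matching on CpG density, and this range does not weigh density as a cause. Displacement from the TSS is argued against as the whole cause, as 4 of the 35 members without an NMI (11.4%, 95% interval 3.20 to 26.7%) had an NMI within 2 kb. Of 64 predicted islands at their TSSs, 29 had an NMI (45.3%), below the range of 65.6 to 85.9% for islands matched on GC and repeats. It is a hypothesis that these islands may carry methylation in C127 cells, and a set of NMIs that is not complete stays open, because neither methylation nor the enrichment of each NMI was analysed here. Bisulfite sequencing of these islands in C127 cells would test the hypothesis.

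Protein-coding genes on X had fewer NMIs than autosomal protein-coding genes. The X share of 27.1% lay below the CpG-matched range of 34.1 to 38.6%, although matching narrowed the gap. Outside families of 5 or more same-stem symbols, 138 of 361 genes on X had an NMI (38.2%), below autosomal draws of 53.5 to 63.4% and below those matched on CpG density, 41.6 to 49.6%, which argues against families as the whole cause. Among genes with a TSS in a predicted island of low repeat content the share was 70.0% of 227 genes on X and 80.7% of autosomal genes (draws 75.3 to 85.5%), and X also lay below draws matched on CpG density (72.7 to 83.3%). With both limits, 83 of 114 genes on X had an NMI (72.8%), just below draws of 74.6 to 88.6%, and the difference from their mean was -8.80 percentage points. Matching these genes on CpG density as well gave -6.33 points and put X inside the draws (71.9 to 86.0%), which are wide with so few genes. This neither supports nor excludes CpG density, islands and families acting together. NMIs on X were also narrower, with a median width of 863 bp against medians of 923 to 1104 bp on the autosomes. The sex of the line, the number of X copies and their methylation stay open and were not tested. The same holds for islands on X captured too weakly to enter the list.

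The order of the list was not genomic, and NMIs early in it were narrow and less often at a TSS than later ones. Among the 1350 NMIs at the start of the list the median width was 263.5 bp and 18% overlapped a TSS, against 1368.5 bp and 98.2% among the 1348 at its end. The share at the start was still above the 2.96% reached at most by the random sets. Placement at random positions is argued against by a median observed/expected CpG ratio of 0.497 at the start of the list, above the 0.165 reached by any random set. Because the resin binds CpG sites, other captured DNA could also exceed random placement. The ratio therefore cannot tell weakly captured islands from false calls. Of the NMIs at the start, 74.1% (95% interval 71.6 to 76.4%) overlapped no predicted island even by the looser criteria, so these may be short CpG-containing stretches below the criteria of islands. The study ranks NMIs by BioCAP signal where it displays them, but whether the list follows that signal, in either direction, is not stated in the sources used here and stays open.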
